A study of Mus musculus with 13 samples. Its data were reported in "Inhibition of AXL receptor tyrosine kinase enhances brown adipose tissue functionality in mice" (2023).

How the data were processed

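Bulk RNA sequencing was analysed for interscapular brown adipose tissue (iBAT) of 13 mice, 1 library per mouse. Per the labels, 8 libraries came from iFAXLKO mice, which carry loxP sites in Axl and are Cre positive, and 5 from WT mice, which carry the same floxed Axl and are Cre negative. All mice were fed a high-fat diet (HFD) at room temperature and received tamoxifen every 3 weeks. The Cre line, per the methods of the study, is Adipoq-CreERT2, made from a bacterial artificial chromosome (BAC) around Adipoq.

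The deposited files hold raw read counts, 1 whole number per Ensembl gene identifier, for 42416 identifiers in each library. Per the methods of the study, the authors trimmed the reads with Trim Galore, mapped them to the mouse genome GRCm38 with hisat2 and defined transcripts by the Ensembl annotation. The counting tool and its strand setting are not stated there or in the labels. The methods describe depletion of ribosomal RNA and a HiSeq instrument, whereas the labels give polyadenylated RNA and the series title a NovaSeq, and the counts do not settle which applies. GENCODE M21 (GRCm38) gave the biotype and position of 42347 identifiers, leaving 69 without either, and 42263 identifiers had a symbol in a table of gene names. Positions are counted from 1.

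Total counts ranged from 22.44 to 32.6 M per library. A count of 0 allows up to 3 counts, which is between 0.092 and 0.134 CPM in these libraries, where CPM are counts per M counts of the library. Such floors cover counting error only, since reads without molecular identifiers are not independent molecules. Each pair of libraries within a group was compared by a chi-square statistic over genes. Its lowest value was 16.56 per degree of freedom, far above sampling noise, so each library was counted as 1 replicate.

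Genes with more than 1 CPM in at least 5 libraries were kept, which left 13360 genes. Counts were scaled with TMM factors and tested between the groups with edgeR's quasi-likelihood F test with robust dispersion estimates, 2-sided, and p-values were adjusted by the Benjamini-Hochberg method over the genes tested. The limits were an adjusted p under 0.05 and, as a stricter one, a fold change of at least 2 as well. The standard error of a log2 fold change was taken as its size divided by the square root of F. Values per library are CPM with TMM factors, given as mean ± SD, and log2 CPM used a prior count of 2. Single values were also compared by an exact permutation test on the difference of group means, 2-sided, over all 1287 splits of the 13 libraries into 8 and 5, for which the smallest possible p is 0.000777.

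Gene lists were tested with camera from limma at a preset inter-gene correlation of 0.01, 2-sided, on log2 CPM. The p-values were adjusted over 10 lists of the study's kind, namely the thermogenic panel, oxidative phosphorylation, fatty acid oxidation, fatty acid synthesis, glycolysis, extracellular matrix, cAMP response, FOXO1 targets, inflammation and hypoxia. A further family held lists of other tissues and cells, namely skeletal muscle, white adipocyte, lymphocyte, erythroid, Schwann cell, keratinocyte, fibroblast, endothelial and brown adipocyte identity, with the Y chromosome, X inactivation, Adipoq neighbourhood and immediate early stress lists, and was adjusted over the lists with at least 3 genes tested. The TAM receptors with their ligands and the PDE3 and PDE4 phosphodiesterases were followed gene by gene. A list's value is the median log2 fold change of its members, and its score in a library is their mean log2 CPM. The correlation of Axl with the thermogenic panel was tested by permutation, over all 40320 orders for 8 libraries and over 100000 random orders for 13.

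The groups, tests, limits, lists and the rule for naming genes were chosen before the data were examined. The rule names Axl first, any member of the thermogenic panel, TAM and phosphodiesterase lists, the 5 raised and 5 lowered genes with the smallest p among those past both limits whose CPM ranges did not overlap (without the fold limit for a direction in which fewer than 5 met it), and up to 3 members of any other list. Genes named outside this rule are said to be so, and some genes that met the rule are not reported here. The chromosome 16 interval, the exact permutation of list scores, values within the ranges of library numbers, a fibroblast score as a covariate and the removal of a trend over exon length were chosen after seeing the data, as was the use of the alternatives on lists of other tissues and cells and on genes outside the rule.

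The alternatives tried were DESeq2, limma-voom with sample quality weights, RLE and upper quartile factors, library sizes without the 10 most abundant and mitochondrial genes, no filter beyond 1 count, filterByExpr, protein-coding genes alone, non-robust dispersions, the replicate number as a block, library number as a covariate, a skeletal muscle score as a covariate, 1 surrogate variable from svaseq, and each library left out in turn. Lists were also tested with an estimated correlation, with fry and without their most extreme member. The 13 library numbers in the labels fall into a range up to 292 (4 iFAXLKO and 2 WT libraries) and a range from 297 (4 and 3). The labels do not say whether these are batches, and 3 genes differed between the ranges at an adjusted p under 0.05. Library number as a covariate means the range a library falls into, not the number itself.

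The fit was tested on simulated counts drawn from the means and library sizes of these libraries. With a fold change of 2, 170 of 195 changed genes that passed the filter were called (87.2%), all in the right direction, along with 6 unchanged genes. With a fold change of 1.5, 102 of 198 were called (51.5%), along with 3 unchanged genes. With no changed genes, 0 of 13256 were called. The tools were R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and sva 3.50.0, and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. The counts are per gene, so the deleted part of Axl was not separated from the rest of the gene.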

Results

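Transcript levels were measured in iBAT of 8 iFAXLKO mice, in which Axl is floxed and an inducible Cre is expressed under the control of Adipoq, and of 5 WT mice with floxed Axl and no Cre. In replicate order, the iFAXLKO libraries held 27.25, 27.26, 22.44, 30.98, 27.33, 26.83, 25.39 and 24.8 M counts (M as in Mb), and the WT libraries 31.3, 25.64, 32.6, 25.69 and 24.92 M. The mean was 26.5 ± 2.47 M (SD, n = 8) against 28.0 ± 3.62 M (SD, n = 5). Mitochondrially encoded genes took between 18.33% and 21.31% of the counts of a library. The comparison asks how tamoxifen-induced Cre activity against Axl in adipocytes changes the transcriptome of brown fat on HFD.

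Axl (ENSMUSG00000002602, chromosome 7, 25757273 to 25788705, GRCm38), the targeted gene, was not lower in the libraries labelled iFAXLKO. Its level was 33.2 ± 6.17 CPM (SD, n = 8) in these and 27.8 ± 3.83 CPM (SD, n = 5) in the WT libraries, that is 119% of WT. The log2 fold change was 0.25 (SE 0.13), with an edgeR p of 0.0641, an adjusted p of 0.699 and an exact permutation p of 0.113, and 6 of 8 libraries labelled iFAXLKO lay above the WT mean. In the lower and upper ranges of the library numbers, the difference of the mean log2 CPM was 0.26 and 0.23. It ranged from 0.18 to 0.33 when 1 library was left out. A fibroblast score as a covariate, chosen after seeing the data, moved it most, to -0.23 with an adjusted p of 0.999 (0.368 to 0.999 over the alternatives that keep all libraries or block by replicate). These counts cover the whole gene and all cells of the depot. Because the targeted gene was not lower, groups are called by their labels throughout, and each direction given here rests on those labels.

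**Figure D1:**
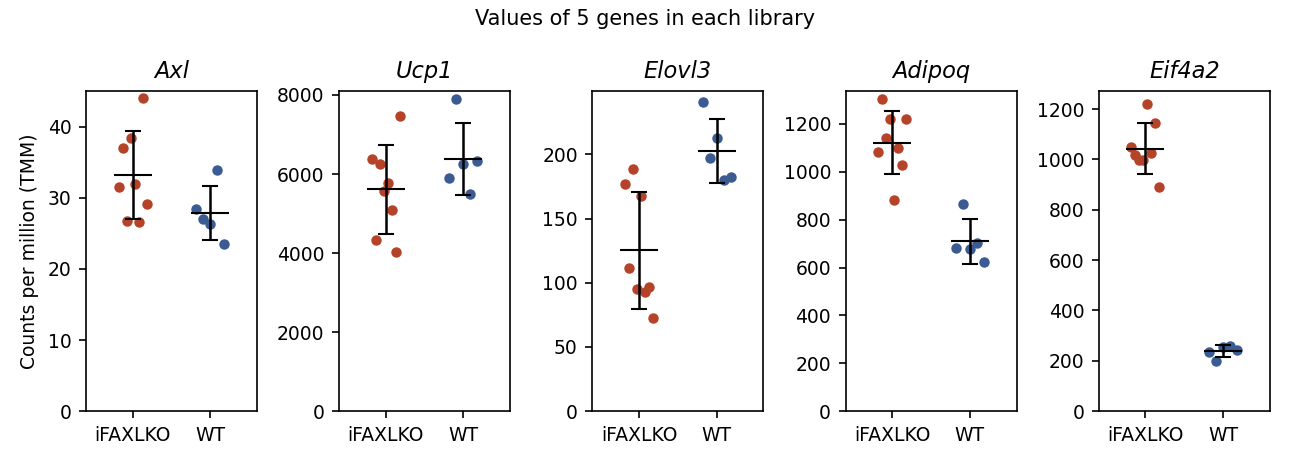
CPM with TMM factors of Axl, Ucp1, Elovl3, Adipoq and Eif4a2 in each of the 8 libraries labelled iFAXLKO and 5 WT libraries. Points are libraries, horizontal lines are means and bars are SD; Axl ranged from 26.6 to 44.0 CPM in the libraries labelled iFAXLKO and from 23.5 to 33.9 CPM in WT.

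Of the other TAM receptors and ligands, Pros1 rose by 0.26 on the log2 scale (SE 0.12, adjusted p 0.642), with 8 of 8 libraries labelled iFAXLKO above the WT mean. Mertk had a log2 fold change of 0.26 and Gas6 of 0.15, with adjusted p-values of 0.821 and 0.906, and 5 of 8 libraries lay above the WT mean for each. Without WT replicate 2 the value of Mertk was 0.11, and without iFAXLKO replicate 7 that of Gas6 was 0.05. Tyro3 was under the filter, at 0.954 ± 0.208 CPM (SD, n = 8) and 0.733 ± 0.199 CPM (SD, n = 5). Over all genes tested 0 of the 4 TAM genes tested passed the adjusted limit, and 0 did when adjusted over the list alone, with 1 at an unadjusted p under 0.05. Without WT replicate 4 the count adjusted over the list alone was 2.

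Between the groups 17 of 13360 genes had an adjusted p under 0.05 in edgeR, 13 higher and 4 lower in the libraries labelled iFAXLKO. Of these, 12 also changed at least 2-fold, all 12 higher. At an unadjusted p under 0.05 there were 986 genes, 513 higher and 473 lower. The CPM ranges of the groups did not overlap for 58 genes, 0.434% of those tested, where chance gives 0.155%. DESeq2 moved the count most, to 67 genes, 38 higher and 29 lower, which held all 17. Leaving out 1 library gave between 14 and 19 genes, of which 14 to 16 were among the 17. The first principal component carried 43% of the variance and did not separate the groups (exact permutation p 0.629). It followed the skeletal muscle score, with a Pearson's r of -0.98 over the libraries.

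Of the 17 genes, 12 lay within 118 kb of chromosome 16, from 23107444 to 23225484 (GRCm38), around Adipoq. The bounds are the outermost of these genes, so they were set after their values were seen, and all 12 genes tested inside them were higher. In the order of their p-values, the raised genes named by the rule were all in this interval. B630019A10Rik (ENSMUSG00000068463, an antisense transcript, 23175280 to 23224446) had 35.2 ± 3.68 CPM (SD, n = 8) against 0.0986 ± 0.0354 CPM (SD, n = 5), where no WT library held more than 4 reads of it, a log2 fold change of 8.37 (SE 0.17, adjusted p 2.41e-14). Eif4a2 (ENSMUSG00000022884, 23107444 to 23114136) had 1043 ± 100 against 238 ± 23.0 CPM, a log2 fold change of 2.13 (SE 0.10, adjusted p 3.18e-09). For Rfc4 (ENSMUSG00000022881, 23113943 to 23127737) the log2 fold change was 2.21 (SE 0.11, adjusted p 1.5e-08), for BC106179 (ENSMUSG00000045231, 23220656 to 23225484) 3.09 (SE 0.20, adjusted p 3.5e-07) and for 6330408M09Rik (ENSMUSG00000116733, 23127793 to 23128922) 2.38 (SE 0.19, adjusted p 4.67e-06). All 8 libraries labelled iFAXLKO lay above the WT mean for each of these 5 genes, and each stayed past the limit in all 13 fits that left out 1 library.

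Adipoq itself (ENSMUSG00000022878, 23146536 to 23158028) had 1122 ± 132 CPM (SD, n = 8) against 709 ± 92.8 CPM (SD, n = 5), a log2 fold change of 0.66 (SE 0.11, adjusted p 0.0118), with 8 of 8 libraries above the WT mean. It was called in 11 of 13 fits that left out 1 library, with adjusted p-values from 0.00205 to 0.068: without WT replicate 1 it was 0.65 (adjusted p 0.056) and without WT replicate 5 it was 0.62 (adjusted p 0.068). With the fibroblast score as a covariate, chosen after seeing the data, it was 0.54 and lost the call (adjusted p 0.999), which it kept under the 14 other alternatives that did not leave out a library in turn (adjusted p 9.92e-08 to 0.0473), and 7 of the 12 genes of the interval were called, among them the 5 named above. The other 6 called genes of the interval, small RNA genes chosen after their values were seen, lie inside Eif4a2 and had log2 fold changes from 2.24 (Gm24616) to 2.52 (Snord2). They overlap Eif4a2, and Eif4a2 overlaps Rfc4, and because the strand setting is not stated their shares of the reads are uncertain. Outside the interval, the next genes tested, named after their values were seen, were Kng2 with a log2 fold change of 0.00 (SE 0.12, adjusted p 0.997) on one side and St6gal1 with 0.33 (SE 0.10, adjusted p 0.462) on the other. St6gal1 overlaps BC106179, and 8 of 8 libraries labelled iFAXLKO lay above its WT mean.

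**Figure D2:**
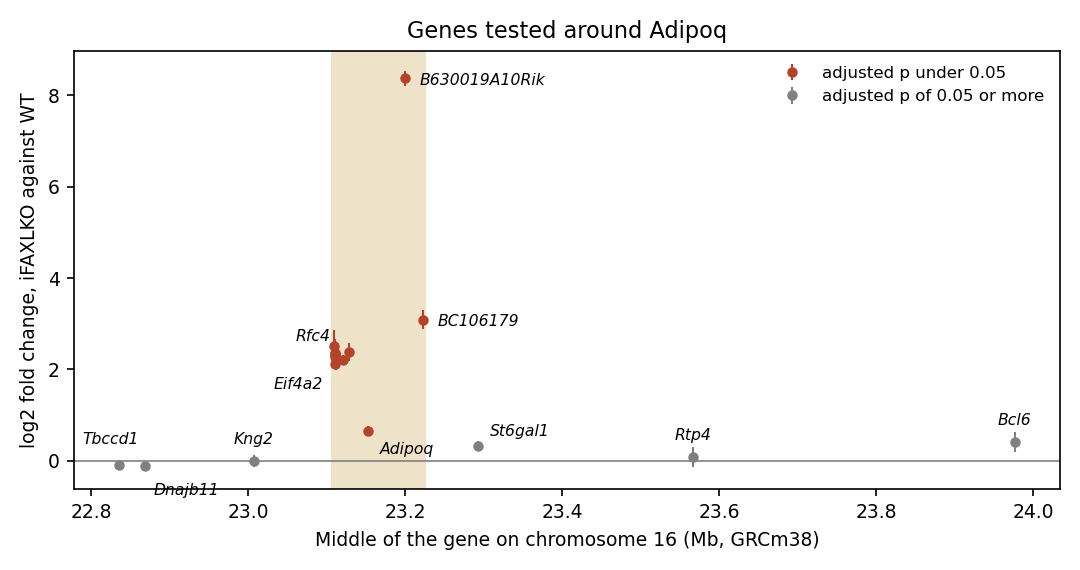
Log2 fold change of each gene tested around Adipoq, libraries labelled iFAXLKO against WT, over the middle of the gene on chromosome 16 in Mb. Bars are standard errors and the shaded band is the interval from 23107444 to 23225484, in which all 12 genes tested had an adjusted p under 0.05.

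Outside the interval 5 genes were called, where leaving out 1 library gave between 2 genes (without iFAXLKO replicates 4, 7 or 8) and 7 genes (without WT replicates 2 or 4), and 3 without iFAXLKO replicates 1 or 2 or WT replicate 5. Of the 5 genes, 4 were lower and 1 higher. Among the lowered genes were Odc1 (ENSMUSG00000011179, chromosome 12, 17544794 to 17551505), with 30.6 ± 3.39 CPM (SD, n = 8) against 44.4 ± 2.69 CPM (SD, n = 5), Sord (ENSMUSG00000027227, chromosome 2, 122234749 to 122265340) and Klc4 (ENSMUSG00000003546, chromosome 17, 46630624 to 46646022). Their log2 fold changes were -0.54 (SE 0.08, adjusted p 0.00721), -0.44 (SE 0.07, adjusted p 0.00778) and -0.43 (SE 0.08, adjusted p 0.0437), and 0 of 8 libraries labelled iFAXLKO lay above the WT mean for any of them. Odc1 and Sord were called in 13 of 13 fits that left out 1 library. Klc4 was called in 2, those without iFAXLKO replicate 1 and without WT replicate 1, with adjusted p-values from 0.012 to 0.186 over the 13 fits. The raised gene, Col6a6 (ENSMUSG00000043719, chromosome 9, 105687809 to 105828160), had 1.13 ± 0.235 CPM (SD, n = 8) against 0.431 ± 0.115 CPM (SD, n = 5), a log2 fold change of 1.39 (SE 0.22, adjusted p 0.00974), and was higher in 8 of 8 libraries. It was called in 8 of 13 such fits and fell under the filter without iFAXLKO replicates 1, 3, 4, 7 or 8. With a fibroblast score as a covariate, chosen after seeing the data, 0 genes outside the interval were called, with 320 genes in all at an unadjusted p under 0.05.

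The thermogenic panel addresses whether loss of Axl raises the thermogenic program. Its median log2 fold change was -0.09, and 11 of 11 genes had a negative value. All stayed negative under RLE factors and library sizes without the 10 most abundant and mitochondrial genes. Under upper quartile factors Cebpa and Cebpb had 0.00 and the others stayed negative. Of the alternatives that did not leave out a library in turn, limma-voom with sample quality weights moved the median most, to -0.01 (adjusted p 0.537, 0.0241 to 0.537 over the alternatives), and turned Cox8b (0.06), Cidea (0.03), Cox7a1 (0.02), Cebpb (0.11) and Cebpa (0.08). The camera test gave an adjusted p of 0.043, fry 0.332, an estimated correlation 0.43, and the exact permutation test of the score a p of 0.094 (adjusted 0.235), with 2 of 8 libraries labelled iFAXLKO above the WT mean. Without WT replicate 2 the median was 0.00 (adjusted p 0.486, 0.0186 to 0.486 over the 13 fits that left out 1 library). The camera call was also lost without iFAXLKO replicates 2 (-0.09), 4 (-0.05), 6 (-0.09) or 7 (-0.08) and without WT replicate 3 (-0.12), and the median was -0.16 without iFAXLKO replicate 1, -0.18 without iFAXLKO replicate 5 and -0.19 without WT replicate 5. The score differed by -0.31 in the lower range of the library numbers and by -0.09 in the upper.

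Of the panel's genes 0 of 11 passed the limit adjusted over all genes and 0 adjusted over the list alone, and 1 had an unadjusted p under 0.05. That gene was Elovl3 (ENSMUSG00000038754), with 125 ± 45.3 CPM (SD, n = 8) against 203 ± 25.2 CPM (SD, n = 5), a log2 fold change of -0.69 (SE 0.21, adjusted p 0.474, exact permutation p 0.00622) and 0 of 8 libraries above the WT mean. Its p adjusted over the list alone was 0.0629, and without iFAXLKO replicates 1, 3 or 5 the count adjusted over the list alone was 1. Ucp1 (ENSMUSG00000031710) had 5608 ± 1120 CPM (SD, n = 8) against 6378 ± 916 CPM (SD, n = 5), a log2 fold change of -0.19 (SE 0.14, adjusted p 0.835), with 1 of 8 libraries above the WT mean, and -0.10 without WT replicate 2. The others lay between -0.25 (Dio2) and -0.03 (Cebpa and Cebpb), with adjusted p-values from 0.886 to 0.988 and 2 to 4 of 8 libraries above the WT mean. Without WT replicate 2 the values of Cox8b, Cidea, Cox7a1, Cebpb and Cebpa turned to 0.08, 0.05, 0.05, 0.08 and 0.07. Cebpb also turned without iFAXLKO replicate 2 (0.01) and WT replicate 3 (0.06), Cebpa without iFAXLKO replicates 5 (0.06) and 7 (0.01), Pparg without iFAXLKO replicate 4 (0.01), and Tbx15 without iFAXLKO replicates 4 (0.01) and 8 (0.01) and WT replicate 1 (0.16).

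The study places the activity of the PDE3 and PDE4 phosphodiesterases downstream of AXL, and measured that activity in cultured brown adipocytes. Transcript levels in iBAT do not test it. Of the PDE3 and PDE4 genes, 0 of 6 passed the limit over all genes and 0 adjusted over the list alone, with 0 at an unadjusted p under 0.05. Their log2 fold changes ran from -0.18 (Pde3b, adjusted p 0.76) to 0.14 (Pde4c, adjusted p 0.937), with 1 and 4 of 8 libraries labelled iFAXLKO above the WT mean. Pde4a (0.00) and Pde4b (-0.03) were nearest to 0, Pde3a had -0.06 and Pde4d 0.06. Over the 13 fits that left out 1 library, Pde3b stayed negative (-0.28 to -0.10) and Pde4c positive (0.03 to 0.24). Pde4c turned under limma-voom with sample quality weights (-0.02). The signs of the others were not stable, and Pde4a ran from -0.05 to 0.06. Pde3a turned without WT replicate 3 (0.10), Pde4d without iFAXLKO replicates 5 (-0.02) and 7 (-0.12) and WT replicate 2 (-0.11), and Pde4b without iFAXLKO replicates 6 (0.04) and 7 (0.05) and WT replicates 1 (0.04), 3 (0.07) and 4 (0.01).

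Whether Axl varies inversely with the thermogenic panel between mice was tested by correlation. Across the 8 libraries labelled iFAXLKO, Pearson's r was -0.35 (exact permutation p 0.387) and Spearman's rho -0.31 (exact permutation p 0.462). Without the 2 libraries farthest from the median of Axl r was -0.11. Across all 13 libraries with group means subtracted, r was -0.30 (permutation p 0.322) and rho -0.27 (permutation p 0.364), and r was -0.18 without 2. It was -0.74 over the 6 libraries of the lower range of library numbers and -0.02 over the 7 of the upper, so the relation was not alike in both. With Ucp1 alone in place of the panel r over the 13 libraries was -0.62 (permutation p 0.0229, adjusted 0.137) and rho -0.46 (permutation p 0.119, adjusted 0.394). That r was -0.62 and -0.66 within the 2 ranges of library numbers and -0.35 without the 2 libraries farthest from the median of Axl. Leaving these out narrows the range of Axl, so the lower r cannot tell whether the relation rests on them. Of the 6 relations computed, the others were Ucp1 over the 8 libraries (r -0.66, exact permutation p 0.0767, rho -0.52, exact permutation p 0.197, r -0.48 without 2) and the panel after the skeletal muscle score was removed. The latter gave r -0.48 over the 8 libraries (exact permutation p 0.216, rho -0.43, exact permutation p 0.299, r -0.31 without 2) and -0.53 over the 13 (permutation p 0.0676, rho -0.43, permutation p 0.142, r -0.44 without 2). Adjusted over the 6, none had a p under 0.05, with the lowest at 0.137.

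**Figure D3:**
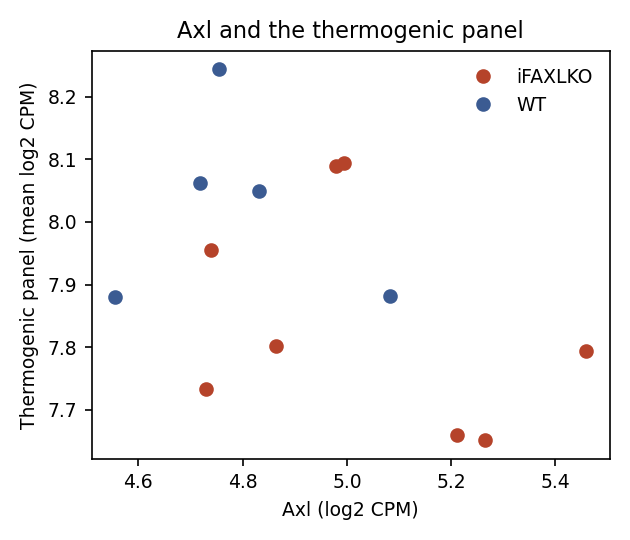
Mean log2 CPM of the thermogenic panel over log2 CPM of Axl, with 1 point per library, 8 labelled iFAXLKO and 5 WT. Pearson's r was -0.35 across the libraries labelled iFAXLKO.

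Among the 10 lists of the study's kind, the extracellular matrix had the largest median, 0.35, with 62 of 69 members higher in the libraries labelled iFAXLKO. Its adjusted p was 1.54e-21 by camera, 0.0351 by fry and 0.0813 with an estimated correlation. The exact permutation p of its score was 0.00699 (adjusted 0.0699), and 8 of 8 libraries labelled iFAXLKO lay above the WT mean. The score differed by 0.50 in the lower range of the library numbers and by 0.20 in the upper. The median ran from 0.31 to 0.42 when 1 library was left out, and the fibroblast score as a covariate moved it most, to 0.12 (adjusted p 0.00769, 2.68e-24 to 0.0813 over the alternatives). Of its members, 1 passed the limit over all genes and 22 adjusted over the list alone, with 32 at an unadjusted p under 0.05. The smallest p after Col6a6 belonged to Col14a1, with a log2 fold change of 1.01 (SE 0.19, adjusted p 0.0517), and Col15a1, with 0.70 (SE 0.14, adjusted p 0.103), each higher in 8 of 8 libraries. Without iFAXLKO replicate 3 both passed the limit (1.06 and 0.76), and Col14a1 also did without iFAXLKO replicate 6 (1.07). Both also passed under DESeq2 (adjusted p 0.000133 and 0.00139). Col14a1 passed under RLE factors (0.0496), library sizes without the 10 most abundant and mitochondrial genes (0.0496) and no filter beyond 1 count (0.0212). Of the 15 alternatives that did not leave out a library in turn, 11 gave no call for Col14a1 and 14 none for Col15a1.

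Under camera 4 further lists of these 10 passed the limit besides the matrix and the panel. Fatty acid oxidation had a median of -0.13 (adjusted p 0.000231, 19 of 22 members lower, 1 of 8 libraries labelled iFAXLKO above the WT mean) and glycolysis -0.12 (adjusted p 0.00245, 17 of 18 lower, 2 of 8 above). Inflammation had 0.28 (adjusted p 0.00245, 10 of 13 members higher, 7 of 8 libraries above) and hypoxia -0.10 (adjusted p 0.043, 14 of 19 lower, 2 of 8 above). Of these 6 lists past the camera limit, only the matrix held under fry, and none of the 6 did with an estimated correlation or in the exact permutation test of the score after adjustment. Without WT replicate 2 the medians were -0.05 for fatty acid oxidation, -0.01 for glycolysis, 0.30 for inflammation and -0.17 for hypoxia, and none of these 4 lists passed the limit. Hypoxia was also lost without iFAXLKO replicates 2 (-0.06), 4 (-0.04), 6 (-0.09) or 8 (-0.07) or WT replicates 1 (-0.09), 4 (-0.10) or 5 (-0.08), and glycolysis had -0.06 without iFAXLKO replicate 4 and -0.08 without iFAXLKO replicate 8. In the lower and upper ranges of the library numbers, the score differences were -0.12 and -0.11 for fatty acid oxidation, -0.40 and 0.00 for glycolysis, 0.42 and 0.15 for inflammation, and -0.17 and -0.07 for hypoxia. With the fibroblast score as a covariate inflammation had -0.11. Over all genes tested 0 members of these 4 lists passed the limit and 0 did when adjusted over the list alone. At an unadjusted p under 0.05 there were 5 for fatty acid oxidation, 2 for glycolysis, 5 for inflammation and 0 for hypoxia. The smallest p-values belonged to Etfa (log2 fold change -0.27, adjusted p 0.407, 0 of 8 libraries above the WT mean), Pfkl (-0.42, 0.507, 0 of 8), Lyz2 (0.44, 0.512, 7 of 8) and Ddit4 (1.00, 0.697, 5 of 8).

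Oxidative phosphorylation had a median of -0.05 (camera adjusted p 0.164), with 74 of 82 members lower and 3 of 8 libraries labelled iFAXLKO above the WT mean. Without WT replicate 2 it turned to 0.12 and passed the limit (adjusted p 1.15e-09, 1.15e-09 to 0.542 over the 13 fits that left out 1 library). It also passed with -0.07 without iFAXLKO replicate 1, -0.08 without iFAXLKO replicate 3, -0.12 without WT replicate 1, -0.09 without WT replicate 4 and -0.10 without WT replicate 5, and did not pass with -0.03 without iFAXLKO replicate 4. Under limma-voom with sample quality weights the list turned to 0.09 and passed the limit (adjusted p 3.13e-06). The score difference was -0.15 in the lower range of the library numbers and 0.03 in the upper. Fatty acid synthesis had a median of -0.07, with 5 of 17 members higher, whereas its camera test pointed up (adjusted p 0.319) and its score differed by 0.04 over all libraries, so its direction was not settled. Without WT replicate 5 the median was 0.04 and the list passed the limit (adjusted p 0.0103, 0.0103 to 0.99 over the 13 fits). Its median was 0.00 without WT replicate 1, -0.18 without WT replicate 3 and -0.15 without WT replicate 4, and -0.01 to -0.03 without iFAXLKO replicates 3, 4 or 8 or WT replicate 2. Its score difference turned from -0.41 in the lower range to 0.38 in the upper. The cAMP response had -0.12 (adjusted p 0.464, 5 of 21 members higher), and 0.03 without WT replicate 3, -0.07 without iFAXLKO replicate 2 and -0.08 without WT replicate 5, with score differences of 0.02 and -0.07 in the lower and upper range. FOXO1 targets had -0.01 (adjusted p 0.939, 9 of 18 members higher), with medians between -0.05 (without iFAXLKO replicate 3) and 0.06 (without WT replicate 1), above 0 without iFAXLKO replicates 6 or 8 or WT replicates 1, 2 or 5, and score differences of -0.07 and 0.00. Above the WT mean lay 5 of 8 libraries labelled iFAXLKO for fatty acid synthesis, 4 for the cAMP response and 3 for FOXO1 targets. Members past the limit over all genes were 0 in these 4 lists, against 1, 2, 1 and 1 at an unadjusted p under 0.05. Adjusted over the list alone there was 1, Fads1 of fatty acid synthesis (log2 fold change 0.33, adjusted over the list alone 0.0436 and over all genes 0.388, 8 of 8 libraries above the WT mean), and 0 in the others. Some genes count in more than 1 list. Of the members tested, 7 of 11 in the panel, 10 of 21 in the cAMP response, 3 of 6 phosphodiesterases, 2 of 82 in oxidative phosphorylation, 2 of 69 in the matrix, 2 of 19 in hypoxia and 1 of 18 in glycolysis belong to another list as well.

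**Figure D4:**
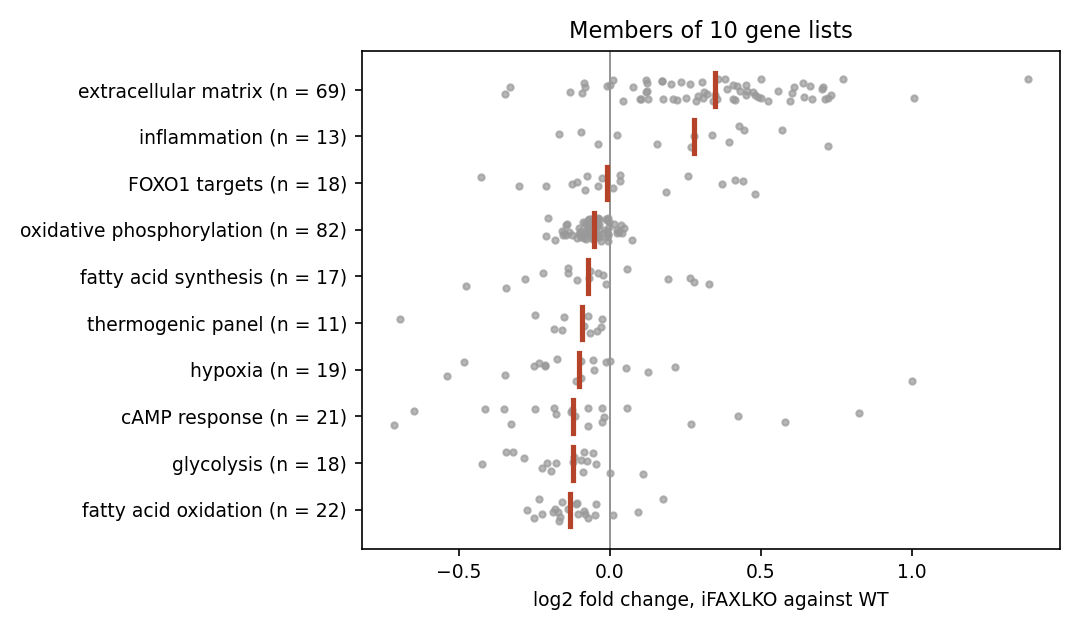
Log2 fold change, libraries labelled iFAXLKO against WT, of each member of the 10 lists. Points are genes and red lines are medians, from -0.13 for fatty acid oxidation to 0.35 for the extracellular matrix.

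Lists of other tissues and cells were compared to follow the makeup of the samples. Fibroblast genes had a median of 0.49 (camera adjusted p 5.07e-12, fry 0.00539, estimated correlation 0.021), and the exact permutation p of their score was 0.000777 (adjusted 0.0035), the smallest the splits can give. All 10 of 10 members were higher, as were 8 of 8 libraries labelled iFAXLKO. Schwann cell genes had 0.24 (camera 0.000807, fry 0.0162, estimated 0.0328, exact permutation p 0.00777, adjusted 0.0233), with 8 of 8 members and libraries higher. The Adipoq neighbourhood list had 0.49 (camera 3.31e-14, fry 1.74e-09, estimated 5.42e-05, exact permutation p 0.000777, adjusted 0.0035), with 5 of 6 members and 8 of 8 libraries higher. The erythroid (0.34, adjusted p 0.000213, 7 of 8 libraries higher) and endothelial lists (0.16, adjusted p 0.0203, 6 of 8 higher) passed the limit under camera alone, with fry at 0.139 and 0.469. Without WT replicate 2 the endothelial list had 0.09 and the erythroid list 0.62, and the endothelial list was also lost without iFAXLKO replicates 3 (0.12) or 4 (0.11) or WT replicate 1 (0.15). In the lower and upper ranges of the library numbers, the score differences were 0.38 and 0.59 for fibroblast, 0.38 and 0.16 for Schwann cell, 0.89 and 0.93 for the Adipoq neighbourhood, 0.17 and 0.53 for erythroid, and 0.43 and -0.11 for endothelial genes, so the last did not hold in both. With the fibroblast score as a covariate the Schwann cell list had 0.15 and was not past the limit.

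Not past the limit were skeletal muscle (-0.26, adjusted p 0.121, 4 of 8 libraries higher), white adipocyte (0.04, 0.814, 6 of 8), brown adipocyte identity (-0.07, 0.729, 2 of 8) and immediate early stress (-0.05, 0.685, 4 of 8). Skeletal muscle turned to 0.05 without WT replicate 1. It passed the limit with -0.88 without iFAXLKO replicate 5, -0.55 without iFAXLKO replicate 1 and -0.58 without WT replicate 5 (adjusted p 9.78e-06, 9.78e-06 to 0.956 over the 13 fits), and its score difference was -2.22 in the lower range of the library numbers and 0.11 in the upper. Its median was -0.02 without WT replicate 2 and between -0.17 and -0.06 without iFAXLKO replicates 3, 4, 6, 7 or 8, and -0.39 without WT replicate 4. White adipocyte had 0.26 without WT replicate 2, 0.02 without WT replicate 5, 0.17 without WT replicate 1 and 0.10 to 0.14 without iFAXLKO replicates 1, 3, 4 or 7, and turned to -0.01 without iFAXLKO replicate 2, -0.11 without WT replicate 3 and -0.06 without WT replicate 4, with score differences of -0.41 and 0.48 in the lower and upper range. Immediate early stress had 0.21 without WT replicate 3, -0.15 without iFAXLKO replicate 5 and between -0.12 and 0.00 without any other library, and score differences of -0.11 and -0.15 in the lower and upper range. Brown adipocyte identity had -0.01 without WT replicate 2 and -0.04 without iFAXLKO replicate 4, and score differences of -0.12 and 0.08 in the lower and upper range. The lymphocyte and keratinocyte lists had 2 genes tested each, with medians of -0.36 and -0.06, and were not tested as lists. The X inactivation list had 1 gene tested, Xist, with a log2 fold change of 0.08 (adjusted p 0.952, 6 of 8 libraries above the WT mean). The Y chromosome list had 0 reads in the 13 libraries. Of the members tested, 5 of 12 in immediate early stress, 4 of 10 in brown adipocyte identity, 1 of 10 in fibroblast and 1 of 6 in the Adipoq neighbourhood belong to another list as well.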

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

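The tests of a male library, library size and muscle in WT replicate 2, that of exon length as the whole reason, and the comparison of the single fibroblast genes in iFAXLKO replicate 7, were chosen only after the result was seen. The tests of the trend over exon length and of the fibroblast score without Clec3b were not. A value is given here when the gap between 1 library and the nearest of its group was a larger share of the group's range than Dixon's limit, 0.71 for 5 libraries and lower for 8. This held for 7 of 150 groups of values, where 1 in 20 gives 7.5, so the number of such values is what chance gives. Of the 7, 5 were in WT replicate 2, and these are not independent of one another, since a single departure of a library can move many genes.

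WT replicate 2 stood apart from the other WT libraries in Cebpa (671.1 CPM against 470.9 to 515.9), Rfc4 (9.099 CPM against 5.395 to 6.365), Dnajb11 (40.36 CPM against 33.62 to 35.18), Xist (247.4 CPM against 477.1 to 532.4) and the oxidative phosphorylation score (9.209 against 8.414 to 8.622, mean log2 CPM). Xist and Dnajb11 were named after their values were seen. The tables argue against a mixture with a male library, since the Y chromosome list had 0 counts in WT replicate 2. They argue against library size, as its 25.64 M counts lay within the range of the other WT libraries, and against muscle, as its skeletal muscle score of 7.3 did too. A departure that follows transcript length is a candidate explanation for a part of it. Over the 13344 genes with a known exon length, the deviation of WT replicate 2 from the other WT libraries had a Spearman's rho with exon length of -0.57 across genes, which are not independent replicates. This is the largest in size of the 13 libraries, the others lying between -0.17 and 0.44. The high values of WT replicate 1 (0.44) and WT replicate 5 (0.37) mirror it in part, since WT replicate 2 is among the libraries they are compared with.

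Length does not account for all of it. With the trend over exon length taken off each library, 2 of the 5 values stayed past Dixon's limit: Xist, at 351 CPM against 459 to 489, and oxidative phosphorylation, at 8.93 against 8.52 to 8.62. Cebpa, Rfc4 and Dnajb11 came closer to the other libraries, with gaps of 0.467, 0.443 and 0.346 of the range. A difference in RNA quality or library preparation that a trend over length does not capture stays open for Xist and oxidative phosphorylation. So does a difference of that mouse, and neither was tested here. The methods of the study state that the RNA integrity number of every sample was above a set limit, but give no value per library. The labels give no group for this library other than WT, so no biological explanation was tested.

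In WT replicate 5 the skeletal muscle score was 1.2, against 6.203 to 7.733 in the other WT libraries. The muscle transcripts rose and fell together over the 13 libraries, with a median pairwise Spearman's rho of 0.95 between the genes of the list, a test described among the other observations. Varying amounts of muscle taken along with the fat may account for the low value in this library.

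In iFAXLKO replicate 7 Clec3b was at 35.75 CPM, against 22.89 to 27.51 in the others. The fibroblast score without Clec3b was also the highest of the 8 libraries there (rank 1), so more fibroblast RNA in that library is a candidate explanation. The genes did not rise alike. Of the other 9 genes of the list 5 were the highest of the 8 libraries there, the most abundant, Gsn, was within the range of the others (1203 CPM against 1023 to 1319), and Smoc2 was the lowest (34.96 CPM against 38.56 to 48.24). The explanation stays open. The rank has a chance of 1 in 8 with no shared cause, so the test is not strong, and the labels give no reason for 1 mouse of a group to differ.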

How the results depend on the processing

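The fits with a fibroblast score as a covariate and with the exon length trend removed from each library were chosen only after the result was seen; the other alternatives were chosen earlier. Unless construction shows it, the cause was not tested. Values are genes for counts and log2 fold changes, as medians for lists.

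With the DESeq2 Wald test 67 genes were called, 55 of them outside the chromosome 16 interval, and 1 gene of the thermogenic panel passed the limit adjusted over the list alone. The thermogenic panel (-0.08) and hypoxia (-0.10) no longer passed, and oxidative phosphorylation (-0.05) did. With limma-voom and sample quality weights 12 genes outside the interval were called. The thermogenic panel (-0.01), fatty acid oxidation (-0.06), glycolysis (-0.01), inflammation (0.23) and endothelial genes (0.09) lost the call. Oxidative phosphorylation (0.09) turned and passed the limit (adjusted p 3.13e-06), and fatty acid synthesis (0.21) turned without passing it (0.0518). Cox8b (0.06), Cidea (0.03), Cox7a1 (0.02), Cebpb (0.11), Cebpa (0.08), Pde4c (-0.02) and Pde4d (-0.17) turned as well.

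Upper quartile factors turned FOXO1 targets (0.02) and brought skeletal muscle (-0.24) past the limit. With no filter beyond 1 count oxidative phosphorylation (-0.06) passed and inflammation (0.16) did not. Among protein-coding genes alone 7 genes were called, 3 of them at least 2-fold, and FOXO1 targets had 0.01. The counts fall here by construction, since 9 of the 12 interval genes are not protein-coding.

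With the replicate number as a replicate block, which leaves 5 libraries per group, 7 genes were called, 6 of them at least 2-fold, and 0 outside the interval (1507 genes in all at an unadjusted p under 0.05), so that 7 of the 12 interval genes kept the call, Adipoq among them, while 3 TAM genes passed adjusted over the list alone. Cox8b (0.03), Tbx15 (0.03), Cebpb (0.05), Pde4b (0.23), Pde4d (-0.04), oxidative phosphorylation (0.04), FOXO1 targets (0.11) and immediate early stress (0.01) turned. The thermogenic panel (-0.08), glycolysis (-0.07) and hypoxia (-0.05) lost the call. The correlation within pairs over 2000 genes was 0.53, 0.59, 0.13, 0.16 and -0.72 for replicates 1 to 5. The median of the other 20 pairs was -0.01. These values do not settle whether the numbers pair the libraries.

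With library number as a covariate 1 panel gene passed adjusted over the list alone, oxidative phosphorylation (-0.07) passed and hypoxia (-0.10) did not. With the skeletal muscle score as a covariate 1 panel gene passed adjusted over the list alone, the thermogenic panel (-0.08) and hypoxia (-0.09) did not pass, and Tbx15 had 0.02. With 1 surrogate variable 1 panel gene passed, the thermogenic panel (-0.07) and hypoxia (-0.09) did not, and Tbx15 had 0.01.

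With the correlation estimated, the thermogenic panel (-0.09), fatty acid oxidation (-0.13), glycolysis (-0.12), the extracellular matrix (0.35), inflammation (0.28), hypoxia (-0.10), erythroid (0.34) and endothelial genes (0.16) lost the call, their medians being unchanged by construction. With fry the same lists except the extracellular matrix did. Without the most extreme member the thermogenic panel (-0.08) lost the call and immediate early stress had 0.02. Across mice with group means subtracted, Ucp1 alone in place of the panel gave an r with Axl of -0.62.

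With the exon length trend removed, FOXO1 targets had 0.01 and hypoxia (-0.09) lost the call. With the fibroblast score as a covariate 7 genes were called, 7 of them at least 2-fold and 0 outside the interval (320 genes in all at an unadjusted p under 0.05). Adipoq (0.54) lost the call and 7 of the 12 interval genes kept it, and 1 TAM gene passed adjusted over the list alone. That score was higher in 8 of 8 libraries labelled iFAXLKO, so this fit takes up part of the group difference by construction. Axl (-0.23), Gas6 (-0.48), Ucp1 (0.05), Ppargc1a (0.29), Pde3a (0.24), Pde4b (0.17), Pde4d (-0.22), Lyz2 (-0.08), Clec3b (-0.05), fatty acid synthesis (0.01), inflammation (-0.11), white adipocyte (-0.09) and fibroblast genes (-0.08) turned. The thermogenic panel (-0.08), fatty acid oxidation (-0.10), glycolysis (-0.12), hypoxia (-0.09), erythroid (0.00) and Schwann cell genes (0.15) lost the call. Oxidative phosphorylation (-0.17), skeletal muscle (-0.91) and immediate early stress (-0.28) passed.

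Across the 13 fits that each left out 1 library, 14 to 19 genes were called, 11 to 13 at least 2-fold and 2 to 7 outside the interval. Adjusted over the list alone, 0 to 2 TAM genes and 0 to 1 panel genes passed. Axl ran from 0.18 to 0.33. The medians ran from -0.19 to 0.00 for the thermogenic panel, -0.12 to 0.12 for oxidative phosphorylation, -0.16 to -0.05 for fatty acid oxidation, -0.18 to 0.04 for fatty acid synthesis, -0.18 to -0.01 for glycolysis, 0.31 to 0.42 for the extracellular matrix, -0.17 to 0.03 for the cAMP response, -0.05 to 0.06 for FOXO1 targets, 0.24 to 0.38 for inflammation and -0.17 to -0.04 for hypoxia. They ran from -0.88 to 0.05 for skeletal muscle, -0.11 to 0.26 for white adipocyte, 0.24 to 0.62 for erythroid, 0.19 to 0.27 for Schwann cell, 0.43 to 0.56 for fibroblast, 0.09 to 0.21 for endothelial, -0.10 to -0.01 for brown adipocyte identity, 0.46 to 0.53 for Adipoq neighbourhood and -0.15 to 0.21 for immediate early stress. Of the single genes, Cox8b ran from -0.25 to 0.08, Cidea from -0.12 to 0.05, Pparg from -0.08 to 0.01, Cox7a1 from -0.26 to 0.05, Tbx15 from -0.32 to 0.16, Cebpb from -0.11 to 0.08, Cebpa from -0.07 to 0.07, Pde3a from -0.18 to 0.10, Pde4b from -0.18 to 0.07 and Pde4d from -0.12 to 0.19.

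Of 725 values of 49 single genes under the alternatives that did not leave out a library in turn, 673 kept direction and call, 22 lost the call, 8 gained it and 22 turned. Of 632 such values with 1 library left out, 593 kept both, 13 lost the call, 4 gained it and 22 turned.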

Other observations

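The tests of the transgene, of reads shared with paralogs, of mislabelled libraries, of a lower share of adipocyte RNA and of muscle transcripts were chosen only after the result was seen, and the others here were not.

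The number of genes called was set against other splits of the 13 libraries into 8 and 5, of which 100 were drawn, the real one included. As many genes with an adjusted p under 0.05 came from 3 of the 100 splits, and as many that also changed at least 2-fold from 1 of the 100. As many genes outside the chromosome 16 interval came from 3 of the 100. The other splits behind these numbers gave 22 and 45 genes, all outside the interval. The split with 45 genes put iFAXLKO replicates 1 to 4 and WT replicate 2 together. These all belong to the lower range of the library numbers, so apart from WT replicate 1, the only other library of that range, the split follows the library number. With the range of library numbers as a covariate the real comparison gave 17 genes, all 17 of them shared with the comparison without it.

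A candidate explanation for the raised genes around Adipoq is extra copies carried with the BAC transgene that brings the Cre. Of the 12 genes past both limits 11 lay in the interval. The 3 genes tested next to it on the left (Tbccd1 -0.08, Dnajb11 -0.11 and Kng2 0.00) and on the right (St6gal1 0.33, Rtp4 0.08 and Bcl6 0.41) were not past the limit, with adjusted p-values of 0.462 or more. The tables argue against reads shared with paralogs of Eif4a2, since 5 raised genes of the interval were neither Eif4a2 nor inside it. They argue against scaling, since all 12 genes stayed past the limit under each of 4 other scalings, and against single libraries being mislabelled or mixed. The mean log2 CPM of the interval was 3.27 to 3.66 in the libraries labelled iFAXLKO and 0.38 to 1.15 in WT, so 0 libraries lay past the midpoint between the groups. All Cre-positive mice here are also floxed for Axl and tamoxifen-treated, so the design does not part the transgene from an effect of any loss of Axl on these genes, which stays open. The rise was unequal, from 0.66 for Adipoq to 8.37 for B630019A10Rik, and the number of copies was not measured. The bounds came from the called genes, so the interval was found and tested on the same data. The Adipoq neighbourhood list was instead chosen before the data were examined, as genes that a BAC carrying Adipoq could hold. Its median was 0.49, with 5 of 6 members higher (exact permutation p of its score 0.000777, adjusted 0.0035).

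Axl was not lower in the libraries labelled iFAXLKO. The same interval argues against an exchange of single libraries, as 0 libraries lay on the other group's side. That count cannot exclude an exchange of all labels, which would leave the same 0, and its genes were chosen by their difference between the labels. If extra BAC copies raise these genes, the direction argues against such an exchange, since only Cre-positive mice carry the BAC. The Adipoq neighbourhood list, chosen before the data were examined, scored 6.405 to 6.673 in the libraries labelled iFAXLKO and 5.511 to 5.773 in WT. Scaling did not bring Axl below WT, its lowest log2 fold change over 4 other scalings being 0.25. The values are consistent with Axl RNA that comes largely from cells other than adipocytes, where the Cre is not expressed. With group means subtracted, Axl rose over the 13 libraries with the mean of the fibroblast, endothelial and inflammation scores, with a Pearson's r of 0.88 (permutation p 8e-05, adjusted 0.000325) and a Spearman's rho of 0.81 (permutation p 0.0012, adjusted 0.00207) among 5 relations computed. It was 0.82 without the 2 libraries farthest from the median of Axl, and 0.69 and 0.95 in the lower and upper ranges of the library numbers. The relation held for the fibroblast score (r 0.86, permutation p 0.00022, adjusted 0.000367; rho 0.89, permutation p 1e-04, adjusted 5e-04) and the inflammation score (r 0.88, permutation p 0.00013, adjusted 0.000325; rho 0.81, permutation p 0.00124, adjusted 0.00207). Without 2 libraries these r were 0.74 and 0.82, in the lower range 0.57 and 0.77, and in the upper 0.98 and 0.93. It was not seen for the endothelial score (r 0.15, permutation p 0.621; rho 0.05, permutation p 0.878) or for brown adipocyte identity without Adipoq (r -0.50, permutation p 0.0839, adjusted 0.105; rho -0.54, permutation p 0.06, adjusted 0.075). The most abundant of the fibroblast genes was Gsn, at 1155 CPM against 893 CPM in WT. All 10 genes of the fibroblast list and 10 of the endothelial list passed the filter in this tissue, and 1 fibroblast gene is also in the extracellular matrix list. Counts per gene leave open whether the floxed part of Axl was lost in adipocytes of iBAT, and incomplete recombination was not tested here. The study presents a western blot of AXL protein in mature cells of inguinal white fat from control and iFAXLKO mice. That blot covers another depot, and protein rather than RNA.

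The extracellular matrix list was higher in the libraries labelled iFAXLKO. The tables argue against several technical reasons as its source, since the median changed little from 0.35 under each. It was 0.34 with the muscle score as a covariate and 0.36 with library number as a covariate. With library sizes without the 10 most abundant and mitochondrial genes it was 0.35. Each stayed past the camera limit at the preset correlation of 0.01, whereas with an estimated correlation the list itself did not pass (adjusted p 0.0813). Left out one at a time, the libraries gave a lowest median of 0.31. After a trend over GC content and exon length was taken off, the median was also 0.31. The middle 95% of 10000 random lists of 69 genes lay between -0.04 and 0.04. Those lists drew genes without regard to correlation between them, so this band is not a test for genes that vary together. A lower share of adipocyte RNA cannot be told apart from a rise of fibroblast RNA alone. The fibroblast score rose by 0.38 more than the endothelial score, with an exact permutation p of 0.0575, and 13 libraries leave this near the limit. A change in the number or state of fibroblasts in the mice labelled iFAXLKO may also be behind it, and stays open as untested.

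Skeletal muscle transcripts differed widely between libraries. Acta1 averaged 356 ± 457 CPM (SD, n = 8) and 428 ± 352 CPM (SD, n = 5), and Myh4 264 ± 346 and 358 ± 263 CPM. The 16 muscle genes moved together, with a median pairwise Spearman's rho of 0.95 over the 13 libraries, which is consistent with muscle taken along with the fat in dissection. The score of the list differed by -0.76 between the groups, which was not past the limit (exact permutation p 0.647). Its SD was 2.92 (n = 8) and 2.63 (n = 5), so a difference between the groups is not excluded. Muscle genes expressed by brown fat itself could add to their levels, and the design gives no group that would explain the spread, so no biological explanation was tested.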
